A study of Mus musculus with 61 samples.

How the data were processed

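RNA was measured by sequencing in mouse forebrain, midbrain, hindbrain and liver at stages from E10.5 to birth (P0). Per the labels' protocols, RNA was extracted with a lipid tissue kit, and libraries were made from 4 µg of it with a stranded mRNA kit. The authors deposited 1 table with a TPM value for each gene and library, and that table was the only measurement used. Per the submitters' processing notes, the tools named were STAR 2.4.0k and RSEM 1.2.23 and the genome build was mm10; the role of each tool and the gene annotation are not given in the sources used here. Each column of the deposited table summed to between 997627 and 1000000 TPM. A TPM value keeps no read count, so the depth of each library is unknown and no counting interval could be given. The number of genes at 1 TPM or more, from 12104 to 15561 per library, is the only measure of complexity available.

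The table held 61 columns, and each was placed in a group by the tissue and stage in its header: 15 forebrain, 16 midbrain, 16 hindbrain and 14 liver libraries. They formed 31 groups, 30 with 2 libraries and 1 (forebrain E10.5) with 1. For 4 columns, 1 each of midbrain and hindbrain at E16.5 and P0, the header named another stage than the title of the sample record that carried it as its description. These columns kept the stage of their header. The number in their header (2 or 3) was set aside, so they are called unnumbered below, and the fits with a replicate block left them out; leaving them out, or giving them the stage of that record, were alternatives. No pair of columns was identical. In the least different pair of a group, 91.9% of the tested genes had different values. The labels call the libraries replicates without saying that they came from separate animals, so each p-value measures the spread between these libraries, which may in part be technical.

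Gene identifiers were matched to GENCODE mouse release M21 (GRCm38, the same assembly as mm10) for symbols, biotypes and positions. Of 43346 identifiers, 42462 had a symbol and 884 had none; 11661 were listed at 0 in every library. Genes at 1 TPM or more in at least 2 libraries were kept, which left 18655 genes, 15725 of them protein-coding. Values were analysed as log2(TPM + 1). A fold change on this scale understates the change of genes with low values.

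Differences were tested with limma 3.58.1 in R 4.3.3 (linear model with 1 mean per tissue and stage, contrasts, empirical Bayes moderation with a mean-variance trend). All 61 libraries entered 1 fit with 30 residual degrees of freedom, because groups of 1 or 2 libraries are too small for a spread of their own. A gene was called at a Benjamini-Hochberg adjusted p below 0.05, taken within each contrast, and an absolute log2 fold change of at least 1. The 11 contrasts were the brain average against liver, the 3 pairs of brain regions, P0 against E11.5 in each tissue, and 3 differences between such changes (brain average against liver, forebrain against hindbrain, forebrain against midbrain). Tissues were compared on the average over the 7 stages that all 4 have, E11.5 to P0, with every stage weighted equally. Each stage was also compared with the stage before it in the same tissue, and a moderated F test over all stages, with a range of stage means of at least 1 on the log2 scale, counted genes with any change. Every adjusted p printed for a gene comes from limma and is two-sided.

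The contrasts, the thresholds, the gene lists, the rule for named genes and the settings listed next were fixed before the data were examined. The 30 gene lists were DNA methyltransferases and cofactors, DNA demethylation, methyl-CpG readers, Polycomb, cell cycle, fetal growth and heterochronic genes, neural progenitor, neurogenic commitment, neuron maturation and synapse, astrocyte, oligodendrocyte lineage, microglia and macrophage, endothelium, fibroblast and meninges, skeletal muscle and cartilage, choroid plexus, forebrain regional, midbrain regional, hindbrain regional and Hox, fetal hepatocyte, mature hepatocyte metabolism, erythroid, haemoglobin, myeloid, megakaryocyte, B lymphoid, cholangiocyte, germline, immediate early and sex-linked genes. Some genes stand in more than 1 list. Each list was tested in each of the 11 contrasts with camera, a competitive test of the list against all other genes, with the inter-gene correlation estimated per list and p-values adjusted over the 30 lists of a contrast. Camera with a preset correlation of 0.01, and fry, which tests whether the list's genes move on balance 1 way, were alternatives. Named genes were up to 4 called members of each list with the largest change and up to 2 members not called with the highest TPM; the 5 highest and the 5 lowest called genes with a mean of at least 5 TPM and no overlap between the groups' libraries, leaving out predicted genes and ribosomal pseudogenes; for differences of changes and for neighbouring stages, the 5 genes of largest effect; and always a set of DNA methylation genes, among them Dnmt1, Dnmt3a, Dnmt3b, Uhrf1, Tet1, Tet2 and Tet3. Some genes that the rule names are not reported here.

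The alternative settings fixed in advance were pseudocounts of 0.1 and 5 in place of 1, no filter beyond a TPM above 0, a filter at 5 TPM, median-of-ratios scaling, quantile normalization, rescaling without the haemoglobin genes, no mean-variance trend, a fit of the compared tissues alone, fits with a replicate block, the handling of the 4 columns described above, and leaving out each library in turn. After the data were examined, further alternatives were added: protein-coding genes alone, the comparisons without the E15.5 or the E12.5 libraries, the comparisons within libraries of 1 class, and library class as a term of the model. The class of a library was read from 163 pseudogenes, whose values separated the libraries into class A (33 libraries), class B (20) and class C (8, all of E12.5). No library was moved to another group on account of its values.

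The procedure was tested on simulated data: in forebrain P0 against E11.5 over 18655 genes, 200 genes were given a known change. It called 99 of 100 genes changed by 1.5 and 99 of 100 changed by 3 on the log2 scale in the right direction. It also called 1 of 18455 unchanged genes. These rates describe that simulation and need not hold for the real libraries or for the other contrasts. Tables and plots were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.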

Results

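The series followed 4 mouse tissues through fetal development, forebrain, midbrain and hindbrain from E10.5 and liver from E11.5, up to the day of birth (P0). The table held 61 libraries: 15 of forebrain, 16 of midbrain, 16 of hindbrain and 14 of liver, at 8 stages in each brain region and 7 in liver. Every tissue and stage had 2 libraries except forebrain at E10.5, which had 1. Liver libraries had 12104 to 13791 genes at 1 TPM or more, forebrain libraries 13780 to 15299, midbrain libraries 13985 to 15294 and hindbrain libraries 14231 to 15561. Read depth is unknown, because TPM values keep no counts. Groups are named as labelled. The series title concerns the remodelling of DNA methylation during fetal development, so genes that write, copy, read and remove DNA methylation were followed in every comparison beside lists of cell types and processes.

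The brain average was compared with liver to ask which genes mark neural and hepatic tissue across all stages. Tubb3, a neuronal tubulin (ENSMUSG00000062380.3, mm10 chromosome 8, 123411424 to 123422015), averaged 1859 TPM in brain and 3.18 TPM in liver, a log2 fold change of 9.24 ± 0.05 (SE, n = 42 and 14 libraries). The progenitor lipid-binding protein Fabp7 followed at 8.67, and Tubb2b, Stmn3 and Nsg2, all known from developing neurons, at 8.55, 8.47 and 8.41. Among plasma protein genes, Alb and Afp marked liver. Alb, serum albumin (ENSMUSG00000029368.9, chromosome 5, 90460897 to 90476602), averaged 24529 TPM in liver and 13.9 TPM in brain (-11.49 ± 0.32), and its fetal relative Afp (ENSMUSG00000054932.3, chromosome 5, 90490737 to 90508907) 10736 and 16.4 TPM (-11.30 ± 0.28). The 6 brain libraries of E12.5, with 3.64 to 112 TPM of Alb and 4.62 to 207 TPM of Afp, carried most of these brain means. The adult beta-globin Hbb-bs (ENSMUSG00000052305.5, chromosome 7, 103826534 to 103828096) averaged 85769 TPM in liver, the site of fetal blood formation, and 1829 TPM in brain (-5.65 ± 0.11).

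In this comparison 8203 genes were called higher in brain and 1740 lower, of 18655 tested. The median of all genes lay at 0.82 on the log2 scale. Median-of-ratios scaling moved that median to 0.02 and the split to 4162 higher and 4046 lower, and quantile normalization moved it to -0.01 and 3866 higher and 3975 lower, so many calls, among them changes of almost 2 named below, depended on the scaling. Mature hepatocyte enzymes were called lower in brain in 23 of 25 cases, each tested against no change. Their list was lower relative to all other genes (camera, adjusted p = 0.00116 with an estimated correlation). Myeloid genes were lower in 13 of 13 (adjusted p = 0.0216 with an estimated correlation), with the neutrophil protein gene S100a9 at -6.83. The call was missed for 17 of 17 lower fetal hepatocyte genes (adjusted p = 0.0548 with an estimated correlation), 18 of 20 lower erythroid genes and 7 of 8 lower megakaryocyte genes (both 0.0532), 6 of 10 lower B lymphoid genes (0.0642) and 20 of 25 lower cell cycle genes (0.0863), among them Mki67, a marker of dividing cells. All 31 neuron maturation and synapse genes, 15 of 16 neural progenitor genes and 13 of 14 neurogenic commitment genes were called higher in brain, while their lists gave adjusted p = 0.481, 0.53 and 0.53 with an estimated correlation. The microglia and macrophage list had 7 of 13 members lower (0.235). Of the B lymphoid list, Ebf1 (4.15) and Pax5 (1.81) were called higher in brain.

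Several genes of the DNA methylation machinery differed between brain and liver. Tet1, an enzyme that oxidises 5-methylcytosine (ENSMUSG00000047146.11, chromosome 10, 62804570 to 62908996), averaged 13.6 TPM in brain and 0.8 TPM in liver (3.08 ± 0.05), and it kept 2.45 and 2.12 under median-of-ratios scaling and quantile normalization. The de novo methyltransferase gene Dnmt3a (ENSMUSG00000020661.11, chromosome 12, 3806007 to 3914443) was higher in brain by 1.80 ± 0.04 and fell short of the threshold under both scalings, at 0.64 and 0.79; Tet2 (1.91) and Tet3 (1.94) also fell short, at 0.69 to 0.95. Uhrf1, which guides the maintenance methyltransferase to hemimethylated DNA (ENSMUSG00000001228.10, chromosome 17, 56303321 to 56323486), was lower in brain at -1.06 ± 0.05 on the average over stages. That average hides a crossing. At E11.5 Uhrf1 stood higher in forebrain and midbrain than in liver, and at P0 it stood lower in both. The maintenance methyltransferase gene Dnmt1 (ENSMUSG00000004099.11, chromosome 9, 20907209 to 20959888) stood at 0.47 and Dnmt3b (ENSMUSG00000027478.11, chromosome 2, 153649450 to 153687730) at -0.28, neither called, and Dnmt1 turned to -0.72 and -0.36 under the other scalings. None of the chromatin lists was called. Methyltransferases and cofactors had 2 higher and 1 lower of 6 (adjusted p = 0.672 with an estimated correlation, with a positive median of 0.10 and a test direction of lower). Of the 2 higher members, Dnmt3a lost its call and Uhrf2 (1.06) turned direction under median-of-ratios scaling. Demethylation had 6 higher and 1 lower of 9 (0.783), readers 6 higher and 1 lower of 9 (0.749) and Polycomb 11 higher of 15 (0.53), led by Phc1 at 3.75.

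Forebrain was compared with midbrain to find regional differences averaged over E11.5 to P0. Forebrain libraries were marked by Tbr1, a transcription factor of deep-layer cortical neurons (ENSMUSG00000035033.11, chromosome 2, 61802930 to 61814114), at 87.4 TPM against 4.65 TPM in midbrain (4.11 ± 0.17, SE, n = 14 and 14 libraries), and by the cortical regulators Eomes (3.67), Fezf2 (3.65) and Emx1 (3.61). Midbrain libraries were marked by En2, a transcription factor of the midbrain and hindbrain border (ENSMUSG00000039095.8, chromosome 5, 28165694 to 28172166), at 24.7 TPM against 0.25 TPM (-4.27 ± 0.10), by Barhl1 (-3.94) and by Pou4f1 (-3.73). Cnpy1 (-4.39) and Tfap2b (-4.14) were lower in forebrain too. Of the forebrain regional list 19 of 20 members were higher (adjusted p = 0.032 with an estimated correlation), and of the midbrain regional list 18 of 19 were lower (adjusted p = 0.0179 with an estimated correlation).

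In all, 179 genes were called higher in forebrain and 331 lower, with quantile normalization giving 223 and 248. Neurod6, of cortical projection neurons, was higher in forebrain (3.63), as was the glutamate transporter gene Slc17a7 (2.87), and the neurofilament gene Nefl was lower (-2.13). The neurogenic commitment list had 4 of 14 members higher (adjusted p = 0.51 with an estimated correlation) and the neuron maturation list 1 higher and 5 lower of 31 (0.646). Of 25 cell cycle genes 5 were higher in forebrain, among them Top2a at 1.18 (adjusted p = 0.0795 with an estimated correlation). No member of the methyltransferase, demethylation, reader or Polycomb lists was called in this limma comparison, with Uhrf1 at 0.89 ± 0.06 and Dnmt1 at 0.20. The hindbrain and Hox list had 7 of 24 members lower (adjusted p = 0.473 with an estimated correlation). Among them Hoxb3 (-1.18) and Hoxa2 (-1.09) were not called without the E15.5 libraries, at -0.33 and -0.44.

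Midbrain was compared with hindbrain in the same way. Hox genes, which pattern the hindbrain along the body axis, were lower in midbrain: Hoxa5 (ENSMUSG00000038253.6, chromosome 6, 52201754 to 52204587) averaged 17.2 TPM in midbrain and 69.7 TPM in hindbrain (-4.16 ± 0.10, SE, n = 14 and 14 libraries), and Hoxb3 (ENSMUSG00000048763.7, chromosome 11, 96323326 to 96347930) 12.2 and 71.6 TPM (-4.13 ± 0.09). Hoxd3 (-3.92) and Hoxb5 (-3.91) followed. The libraries labelled midbrain at E15.5, described in the next paragraph, carried most of the midbrain means of Hoxb3 and of Hoxa5. Midbrain was higher for Tal2 (2.47), a regulator of midbrain neurons, for Otx2 (1.82), and for Emx2 (2.44) and Six3 (2.37) of the forebrain list. The hindbrain and Hox list had 17 of 24 members lower (adjusted p = 2.1e-05 with an estimated correlation), the midbrain list 7 of 19 higher (adjusted p = 0.0034 with an estimated correlation) and the forebrain list 11 of 20 higher (adjusted p = 0.0492 with an estimated correlation).

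This comparison called 47 genes higher and 134 lower. The libraries labelled midbrain at E15.5 held 82.8 ± 6.8 TPM of Hoxb3 (SD, n = 2) and those labelled hindbrain at E15.5 held 0.2 ± 0.1 TPM, the reverse of the neighbouring stages; without the E15.5 libraries, a choice made after seeing them, 86 genes were higher and 241 lower, and Hoxa5 stood at -5.97. Within class A libraries alone the total was 347. Transthyretin, Ttr, a choroid plexus product, was lower in midbrain (-2.57 ± 0.19); the choroid plexus list had 4 members lower and 1 higher of 7 (adjusted p = 0.462 with an estimated correlation). Skeletal muscle and cartilage genes, which mark tissue outside the brain, were lower in 6 of 10 cases, with Actc1 at -2.25 (0.417). Aldoc, an astrocyte enzyme, stood at -1.06 and at -0.95, not called, without the E12.5 libraries. Sox10, of the oligodendrocyte lineage, was lower in midbrain; its list (adjusted p = 0.0823 with an estimated correlation) and the astrocyte list (0.0716) had 1 member lower each. No methyltransferase, demethylation, reader or Polycomb gene was called by limma.

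**Figure D1:**
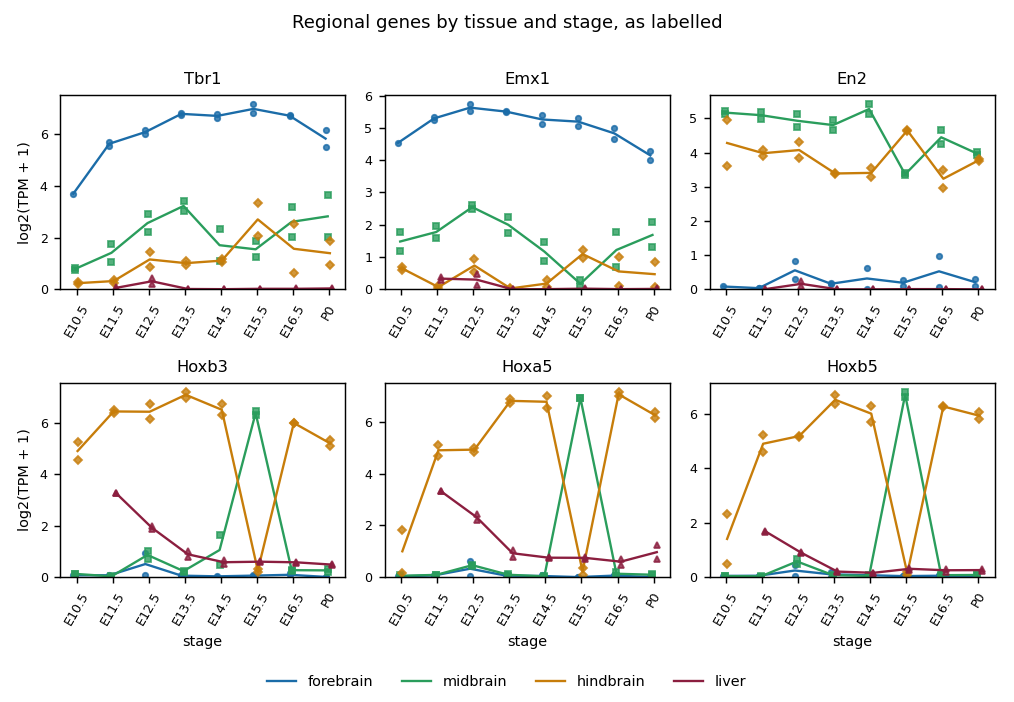
Levels of 6 regional genes as log2(TPM + 1) against stage in the 3 brain regions, as labelled. Each point is a library and each line joins the means of a tissue's stages; Hoxb3 stood at 82.8 TPM in the libraries labelled midbrain at E15.5 and at 0.2 TPM in those labelled hindbrain.

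Forebrain and hindbrain differed most among the regional pairs, with 193 genes higher in forebrain and 612 lower (290 and 440 under quantile normalization). Tbr1 averaged 87.4 TPM in forebrain and 2.03 TPM in hindbrain (5.06 ± 0.17, SE, n = 14 and 14 libraries). Fezf2 (4.89), Dlx1, a regulator of inhibitory neurons of the ventral forebrain (4.82), and its antisense transcript Dlx1as (4.72) were also higher in forebrain. Hoxb3 averaged 0.1 TPM in forebrain and 71.6 TPM in hindbrain (-5.31 ± 0.09) and Hoxa5 0.06 and 69.7 TPM (-5.20 ± 0.10). Lamp5 (-4.96), Sncg (-4.82), Mab21l2 (-4.76) and the peripheral neurofilament gene Prph (-4.41) were also lower in forebrain. All 20 forebrain regional genes were higher and 20 of 24 hindbrain and Hox genes lower, each list with adjusted p = 0.0192 with an estimated correlation.

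Of the midbrain regional list 11 of 19 members were lower in forebrain than in hindbrain, among them En2 at -3.50, and the list was not called (adjusted p = 0.167 with an estimated correlation). The cell cycle list had 9 of 25 members higher in forebrain (0.108), with Top2a at 1.23. The astrocyte list had 5 of 11 members lower (0.228), among them Sparcl1 at -1.64, and the muscle and cartilage list 6 of 10 lower (0.701). Nefl was lower by -3.08 ± 0.06. No methyltransferase, demethylation, reader or Polycomb gene was called. Without the E15.5 libraries 834 genes were called, 170 higher and 664 lower.

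P0 was compared with E11.5 in forebrain to follow a cortex-rich region from early neurogenesis to birth. Among genes of maturing neurons Camk2b, a synaptic kinase (ENSMUSG00000057897.10, chromosome 11, 5969644 to 6066362), went from 1.73 ± 0.08 TPM to 285 ± 23 TPM (SD, n = 2 each), a log2 fold change of 6.71 ± 0.12 (SE); the NMDA receptor gene Grin1 rose by 5.28 and the axonal tau gene Mapt by 4.92. The astrocyte genes Gfap, Aldh1l1 and Aldoc rose by 5.04, 4.64 and 4.56, and so did Olig1 of the oligodendrocyte lineage (3.55). Hmga2, a chromatin protein of fetal progenitors (ENSMUSG00000056758.10, chromosome 10, 120361275 to 120476469), fell by 7.32, from 243 ± 53 TPM to 0.51 TPM, and the mitotic genes Bub1 and Top2a fell by 4.18 and 4.08. The embryonic globin Hbb-y (ENSMUSG00000052187.3, chromosome 7, 103851749 to 103853216) went from 8535 ± 81 TPM to 1.5 ± 1.1 TPM (-11.80 ± 0.42).

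In forebrain 3578 genes rose and 2194 fell, and 2948 rose and 2756 fell under quantile normalization. Uhrf1 fell from 250.0 ± 17.0 TPM to 12.7 ± 1.2 TPM (-4.20 ± 0.15), Hells, a chromatin remodeller needed for DNA methylation, by 3.83, Dnmt3b by 1.77 and Dnmt1, from 139 ± 17 TPM to 56.8 ± 2.4 TPM, by 1.27. Dnmt3a stood at -0.72 ± 0.13, Tet1 at 0.74, Tet2 at 0.14 and Tet3 at -0.13, none of them called. The Polycomb gene Cbx2 fell by 2.81, and Ezh2, the histone H3K27 methyltransferase, fell as well. No list was called in forebrain: adjusted p = 0.179 with an estimated correlation held for the methyltransferase list (4 of 6 lower), cell cycle (25 of 25 lower), fetal growth and heterochronic genes (14 of 17 lower), neural progenitors (14 of 16 lower) and neuron maturation (30 of 31 higher). The other lists with many moved members were astrocyte (9 of 11 higher, 0.202), erythroid (17 of 20 lower, 0.318), oligodendrocyte lineage (6 of 9 higher, 0.36), haemoglobin (6 of 7 lower, 0.414), neurogenic commitment (9 lower and 3 higher of 14, 0.458), demethylation (4 of 9 lower, 0.525), Polycomb (6 lower and 2 higher of 15, 0.681) and fibroblast and meninges (6 lower and 2 higher of 9, 0.762). The estimated correlations of the first 5 of these lists ran from 0.307 to 0.565.

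Some forebrain genes turned over within a list. Neurod6 of postmitotic cortical neurons rose by 5.56 while Neurog1, an early proneural factor, fell by 4.55, and Emx2 fell by 3.04. Ptgds (8.57), a prostaglandin synthase of the meninges, Ttr (6.96), Thy1 (5.92) and the matrix protein gene Bcan (5.88) rose. Alb stood at 21.3 ± 9.97 TPM at P0 and 4.4 ± 6.2 TPM at E11.5, and 9 of 17 fetal hepatocyte genes were higher at P0 (adjusted p = 0.806 with an estimated correlation).

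In midbrain from E11.5 to P0, 3416 genes rose and 2820 fell. These counts were 3659 and 2182 under median-of-ratios scaling and 3096 and 2982 under quantile normalization. Ptgds (9.66), the calmodulin-binding gene Pcp4 (7.05) and Camk2b (5.58) rose, as did Aldoc (5.64) and Olig1 (5.11). Uhrf1 fell from 219.7 ± 9.3 TPM to 7.3 ± 1.7 TPM (SD, n = 2 each; -4.75 ± 0.15, SE), Top2a by 4.78, Hmga2 by 4.77, Ezh2 by 3.07, Dnmt3b by 2.14 and Dnmt1 by 1.05 (0.89, not called, under median-of-ratios scaling). Dnmt3a was not called (-0.07 ± 0.13) and its stage means lay between 74.8 and 90.6 TPM. Tal2 fell by 5.85, from 112 TPM to 0.96 TPM. The methyltransferase (5 of 6 lower), cell cycle (25 of 25 lower), fetal growth (13 of 17 lower), neural progenitor (14 of 16 lower), neuron maturation (30 of 31 higher), astrocyte (8 of 11 higher) and oligodendrocyte (6 of 9 higher) lists all had adjusted p = 0.239 with an estimated correlation, and erythroid (17 of 20 lower) and neurogenic commitment (10 lower and 3 higher of 14) 0.386. Both midbrain P0 libraries were of class B and both E11.5 libraries of class A. The only fit that separates stage from class takes the class difference from the hindbrain P0 pair. It called 6234 genes in place of 6236. Over all comparisons refitted with that class term, 606 of 710 values of named genes kept direction and side of the threshold.

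In hindbrain from E11.5 to P0, 3026 genes rose and 2198 fell. Median-of-ratios scaling gave 3120 and 1709, and quantile normalization 2652 and 2539. Among glial genes Aldoc rose by 6.69, the GABA transporter gene Slc6a11 by 6.71, Olig1 by 5.95, Gfap by 5.67, and Mbp, a myelin protein (ENSMUSG00000041607.12, chromosome 18, 82475146 to 82585637), from 10.6 ± 0.7 TPM to 132 ± 18 TPM (SD, n = 2 each; 3.51 ± 0.11, SE). Ptgds (9.13), Thy1 (6.82) and Bcan (6.80) rose, and Grin1 rose by 5.16. Eomes (ENSMUSG00000032446.10, chromosome 9, 118478212 to 118486132) rose from 0.12 TPM to 16.6 ± 1.0 TPM (3.97 ± 0.30). Oc90, a gene of the inner ear, fell by 6.40, and Robo3, a guidance receptor of crossing axons, by 5.56. Uhrf1 fell by 2.70, Dnmt3b by 1.33, Hmga2 by 4.67 and Bub1 by 3.04, and Dnmt1 stood at -0.97 and Dnmt3a at -0.58, neither called. The lists again fell short of the threshold: astrocyte (9 of 11 higher) and oligodendrocyte (7 of 9 higher) with adjusted p = 0.193 with an estimated correlation, cell cycle (25 of 25 lower) and neuron maturation (28 of 31 higher) with 0.206, methyltransferases (4 of 6 lower) and fetal growth (13 of 17 lower) with 0.246, neural progenitors (11 lower and 2 higher of 16) with 0.351 and the hindbrain and Hox list (12 lower and 2 higher of 24, with Hoxb1 at -2.01) with 0.609. Muscle and cartilage genes, which mark tissue outside the brain, were lower at P0 in 7 of 10 cases (0.636).

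**Figure D2:**
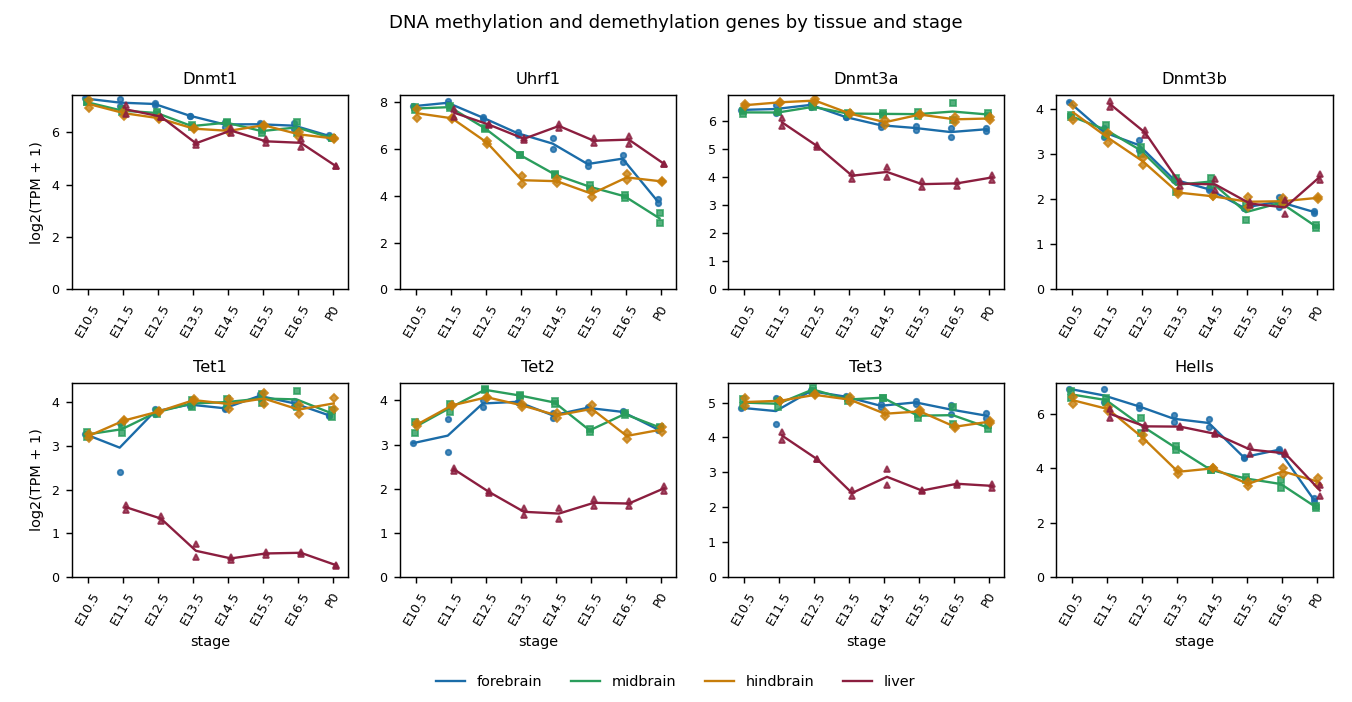
Levels of genes of the DNA methylation machinery as log2(TPM + 1) against stage in the 4 tissues, as labelled. Each point is a library and each line joins the means of a tissue's stages; Uhrf1 went from 250.0 to 12.7 TPM in forebrain, and Dnmt3a from 61.6 to 14.98 TPM in liver.

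In liver P0 was compared with E11.5 to follow the organ from early hepatoblasts to birth. Metabolic enzymes rose from near 0. Cps1, the entry enzyme of the urea cycle (ENSMUSG00000025991.8, chromosome 1, 67123026 to 67231259), went from 0.11 ± 0.09 TPM to 1003 ± 157 TPM (SD, n = 2 each; log2 fold change 9.82 ± 0.11, SE), Mat1a, which makes S-adenosylmethionine, rose by 9.89, and the gluconeogenic genes Pck1, Fbp1 and G6pc by 9.77, 9.47 and 9.21. Cps1 stood at 1.86 TPM at E14.5, 23.2 TPM at E15.5 and 63.6 TPM at E16.5, while Pck1 stood at 0.55 TPM at E16.5 and 1072 TPM at P0. The neutrophil granule genes Ngp, Ltf and Camp rose by 5.77, 5.21 and 5.10. Mpo, also of the myeloid list, stood at 0.63 and was not called. Among B cell genes Vpreb3 (ENSMUSG00000000903.3, chromosome 10, 75943057 to 75949657) rose from 0.04 ± 0.01 TPM to 27.4 ± 4.5 TPM (4.77 ± 0.13). Igll1 rose by 4.14 and Cd79a by 4.09, while Rag2 at 0.75 was not called.

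All 25 mature hepatocyte genes were higher at P0 (adjusted p = 6.68e-06 with an estimated correlation), as were 12 of 13 myeloid genes (adjusted p = 0.0115 with an estimated correlation) and 9 of 10 B lymphoid genes (adjusted p = 0.00212 with an estimated correlation). The fetal hepatocyte list had 15 of 17 members higher (0.166), among them Apoh at 8.26. The embryonic globin Hbb-y went from 11339 ± 1025 TPM to 7.2 ± 2.5 TPM, and the adult Hbb-bs from 8007 TPM at E11.5 through 129585 TPM at E15.5 to 42167 TPM at P0; the haemoglobin list had 3 members higher and 3 lower of 7 (0.978). Serpina6 fell by 7.76, the growth factor gene Mdk by 6.59, Hmga2 by 5.96 and Dlk1 of hepatoblasts by 3.96.

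In liver 1519 genes were called higher and 7120 lower, and the median of all genes lay at -0.69. Median-of-ratios scaling moved the median to -0.01 and the calls to 3147 higher and 1561 lower, and quantile normalization moved them to -0.18 and to 2398 higher and 2424 lower, so the direction of the whole transcriptome rests on the scaling. Under TPM, Dnmt1 fell by 2.16, from 117 ± 19 TPM to 25.1 TPM, Uhrf1 by 2.18, Dnmt3a by 1.97, from 61.6 ± 8.6 TPM to 14.98 ± 1.53 TPM, Dnmt3b by 1.61, Tet3 by 1.44 and Tet1 by 1.32. Under median-of-ratios scaling Dnmt1 (-1.02), Uhrf1 (-1.02) and Tet1 (-1.05) stayed called and Dnmt3a (-0.84), Dnmt3b (-0.58) and Tet3 (-0.40) did not; Tet2 was not called and moved from -0.43 to 0.53. The stress-response gene Gadd45b rose by 2.38 (3.52 under that scaling). The methyltransferase list had 6 of 6 members lower (adjusted p = 0.615 with an estimated correlation), and cell cycle (25 of 25 lower), Polycomb (11 of 15 lower) and fetal growth (13 lower and 2 higher of 17) had 0.69.

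**Figure D3:**
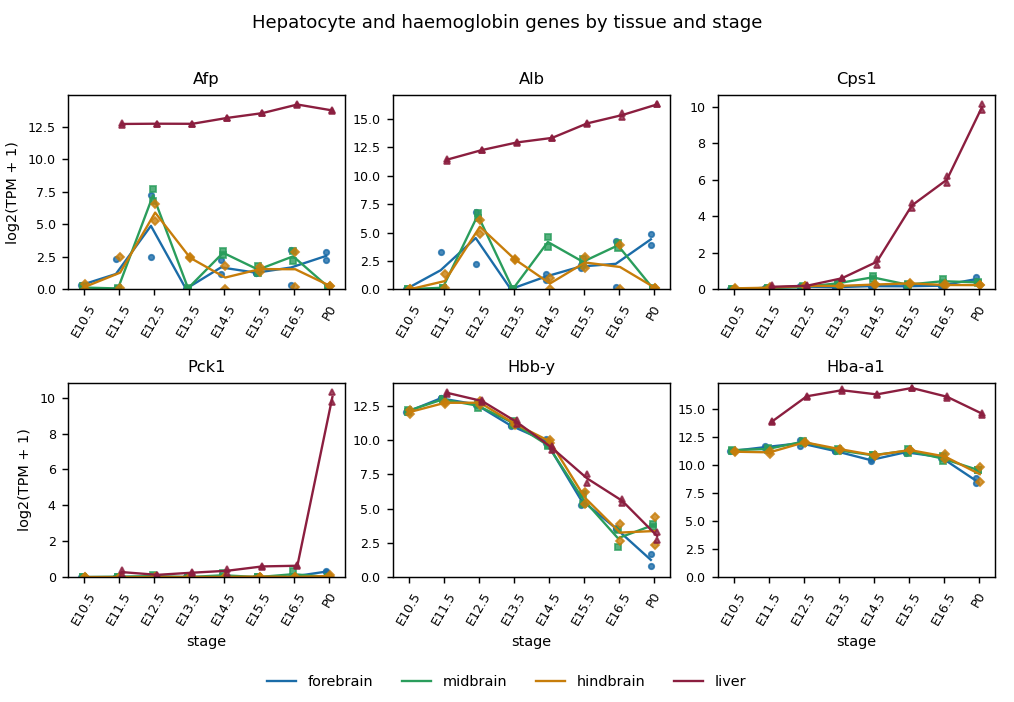
Levels of liver and blood genes as log2(TPM + 1) against stage, as labelled. Each point is a library and each line joins the means of a tissue's stages; in liver Cps1 went from 0.11 TPM at E11.5 to 1003 TPM at P0 and Hbb-y from 11339 to 7.2 TPM.

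The change from E11.5 to P0 was then compared between tissues. Between the brain average and liver it differed for 8932 genes, 7194 with a more positive change in brain and 1738 with a more positive change in liver; the median difference of 0.71 moved to -0.02 and 0.03 under median-of-ratios scaling and quantile normalization, with splits of 3533 and 3683, and of 3577 and 3360. Mature hepatocyte genes changed more positively in liver in 25 of 25 cases (adjusted p = 2.71e-05 with an estimated correlation), myeloid genes in 13 of 13 (adjusted p = 0.0194 with an estimated correlation) and B lymphoid genes in 9 of 10 (adjusted p = 0.00339 with an estimated correlation). Grin1 (5.27 ± 0.15, SE, n = 2 libraries in each of the 8 groups), Gfap (5.07) and Olig1 (4.71) changed more positively in brain, where all 31 neuron maturation genes and all 9 oligodendrocyte genes did (adjusted p = 0.38 with an estimated correlation for each). Mki67 differed by -2.61, and the cell cycle list had 18 of 25 members with a more negative change in brain (0.188). Uhrf1 changed more negatively in brain (-1.71 ± 0.17) under each scaling, at -2.74 and -2.76. The differences for Dnmt3a (1.51) and Dnmt1 (1.07) were not called under either other scaling, with Dnmt1 at 0.03 and 0.11, while Tet1 (1.82) stayed called.

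Between forebrain and hindbrain the change differed for 1485 genes, 937 more positive in forebrain and 548 more positive in hindbrain (739 and 593 under median-of-ratios scaling, 714 and 617 under quantile normalization). Olig2 (-4.35 ± 0.26, SE, n = 2 libraries in each of the 4 groups), Mbp (-2.68) and Aldoc (-2.13) changed more positively in hindbrain, and Pax6 (-3.72), Uhrf1 (-1.51) and Hells (-1.15) changed more negatively in forebrain. The cell cycle list had 20 of 25 members with a more negative change in forebrain, the neural progenitor list 6 of 16, and the oligodendrocyte list 4 negative and 1 positive of 9, all with adjusted p = 0.175 with an estimated correlation. The hindbrain and Hox list had 14 positive and 2 negative of 24 (0.511), the neuron maturation list 12 positive of 31 (0.599) and the astrocyte list 4 negative of 11 (0.268). The hindbrain P0 pair held 1 library of class A and 1 of class B; without the unnumbered one 1345 genes were called and without the other 1816.

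Between forebrain and midbrain the change differed for 932 genes, 609 more positive in forebrain and 323 more positive in midbrain (451 and 403 under quantile normalization). Tal2 (3.51 ± 0.46, SE, n = 2 libraries in each of the 4 groups) was positive, because it fell further in midbrain (-5.85) than in forebrain (-2.34), and Fezf1 (-3.24), Hmga2 (-2.55) and Olig2 (-1.72) were negative. The forebrain regional list had 8 negative and 1 positive of 20, the midbrain regional list 6 positive and 7 negative of 19, and neurogenic commitment 5 positive and 1 negative of 14, each with adjusted p = 0.972 with an estimated correlation; the midbrain list had a median of 0.41 and a test direction of lower. Genes of small RNAs were among the largest differences here, and the midbrain P0 libraries were of another class than the others.

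Over all contrasts and lists, 15 tests were called with an estimated correlation, none of them in the 3 brain comparisons of P0 with E11.5 or in the forebrain differences of change; all 15 stayed called with the preset correlation of 0.01, which called 114. Counts adjusted over the list alone equalled those over all genes in every list and contrast but 2: fetal hepatocyte genes at P0 in midbrain, 2 higher in place of 3, and forebrain regional genes at P0 in hindbrain, 0 higher in place of 1. The endothelium, choroid plexus, cholangiocyte, germline, immediate early and sex-linked lists were called in no contrast, and neither were the microglia, fibroblast and muscle lists.

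**Figure D4:**
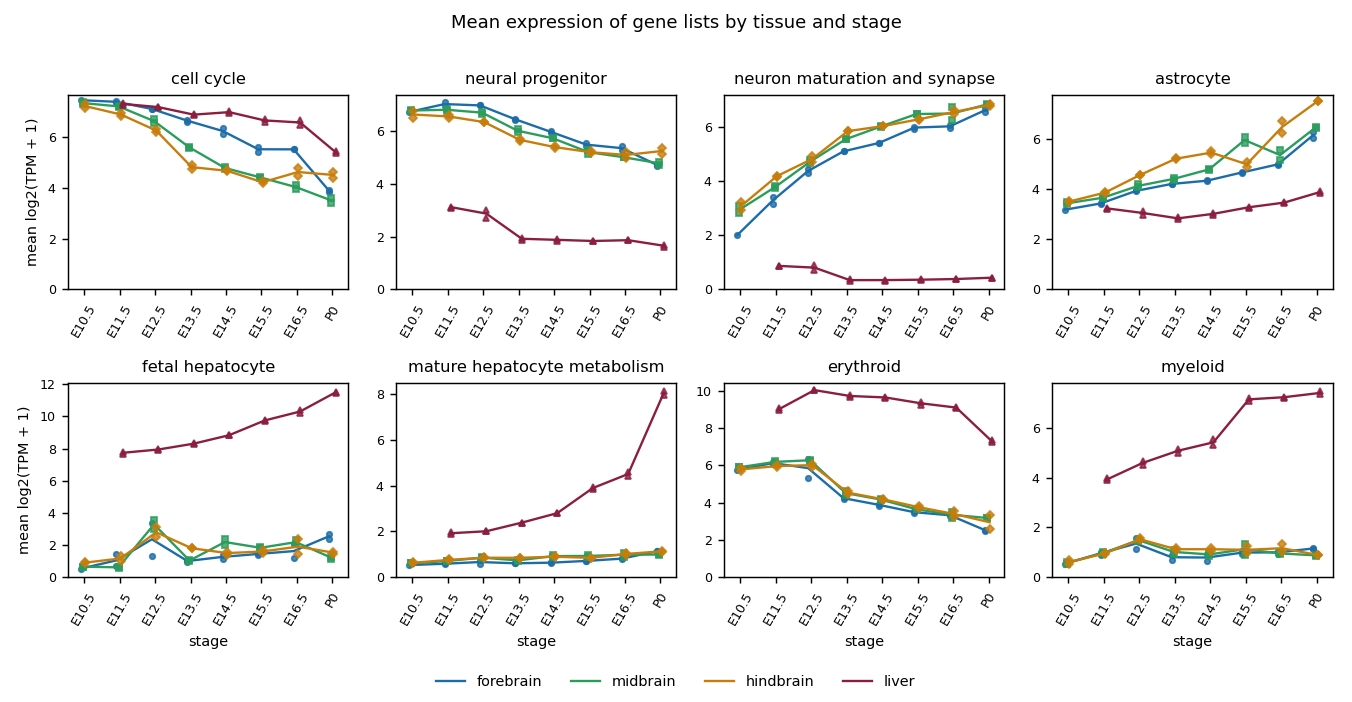
Mean log2(TPM + 1) of gene lists against stage in the 4 tissues, as labelled. Each point is a library and each line joins the means of a tissue's stages.

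The 3 brain regions shared much of their change from E11.5 to P0. Forebrain and midbrain had 2844 genes higher at P0 in common, where 655 are given by independent lists of the same lengths, and forebrain and hindbrain 2515 where 580 are given. All 3 regions shared 2379 genes that rose and 1469 that fell, and of these 221 rose and 1118 fell in liver too. The liver list of genes that rose, 1519 here, held 3147 under median-of-ratios scaling and 2398 under quantile normalization. Its overlaps with the brain lists may therefore depend on the scaling. Fisher's exact test, used next, takes genes as independent. Genes of the lists tested above were correlated, so its p-values may overstate the evidence for an overlap. Of genes that rose, liver shared 352 with forebrain where 291 are given (Fisher's exact test, two-sided p = 5.15e-05), 304 with hindbrain where 246 are given (p = 4.65e-05) and 287 with midbrain where 278 are given (p = 0.533). Of genes that fell, liver shared 1527 with forebrain where 837 are given (Fisher's exact test, two-sided p = 5.34e-222), 1822 with midbrain where 1076 are given and 1466 with hindbrain where 839 are given, while 428 genes rose in all brain regions and fell in liver and 29 did the opposite, counts that carry the shift of the liver scale. Genes with any change over the stages numbered 9690 in forebrain, 10014 in midbrain, 9484 in hindbrain and 11863 in liver. In liver, refits under median-of-ratios scaling and quantile normalization gave 7693 and 7430. All of these counts span libraries of different classes. Those of midbrain and hindbrain also include the E15.5 libraries that carried each other's regional genes. Lower counts for these regions within class A, with fewer stages, are given below.

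Between neighbouring stages most intervals joined libraries of different classes. Of the intervals within class A, forebrain E13.5 to E14.5 called 142 genes, of which 48 were protein-coding, midbrain E13.5 to E14.5 called 192, of which 125 were, forebrain E16.5 to P0 called 1290, of which 1138 were, and liver E16.5 to P0 called 1754, of which 1630 were. In liver that last interval held Pck1 (9.41), Serpina3k (9.40), G6pc (9.11), Serpina3m (8.81) and the tyrosine aminotransferase gene Tat (8.49). In forebrain it held Gfap (3.84), the angiotensinogen gene Agt (3.63) and Neurog2 (-3.21). Over longer spans within class A, E11.5 to E14.5 called 2497 genes in forebrain, 3596 in midbrain, 3023 in hindbrain and 5077 in liver. E14.5 to E16.5 called 371, 433, 346 and 659. The liver count from E11.5 to E14.5 held 390 genes higher and 4687 lower, with a median of -0.622 over all genes. It may therefore carry the shift of the liver scale. Across classes, Hoxa5 moved by 6.89 from E14.5 to E15.5 in midbrain and by -6.55 in hindbrain, and Afp (7.17) and Alb (6.38) stood higher in midbrain at E12.5 than at E11.5.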

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

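In this part the test that compared the library class difference between forebrain and hindbrain and the fit with a class B term were chosen only after the result was seen; the differences of change and the test of transcript length were not.

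The change from E11.5 to P0 differed between the brain average and liver for 8932 genes, and a test of the difference between tissues flagged it. Of the genes named by rule the largest differences were those of liver genes that changed more positively in liver: Mat1a (-9.74 ± 0.12, SE, n = 2 libraries in each of 8 groups), which makes S-adenosylmethionine, Azgp1 (-9.71 ± 0.15), a secreted lipid-mobilising protein, Pck1 (-9.65 ± 0.12), an enzyme of gluconeogenesis, Hamp (-9.58 ± 0.25), the iron hormone hepcidin, and Cps1 (-9.51 ± 0.12) of the urea cycle.

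Between forebrain and hindbrain the change differed for 1485 genes, by the same kind of test. Oc90 (6.76 ± 0.78, SE, n = 2 libraries in each of 4 groups), a gene of the inner ear, fell in hindbrain. Eomes (-5.82 ± 0.43), a gene of intermediate progenitors in cortex and of unipolar brush cells in cerebellum, stood at 66.2 TPM at E16.5 and 13.6 TPM at P0 in forebrain and at 7.5 and 16.6 TPM in hindbrain. Pcp2 (-5.33 ± 0.31), a gene of Purkinje cells, the microRNA Mir546 (4.69 ± 1.44) and the dorsal patterning gene Msx3 (4.38 ± 0.31) followed.

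Between forebrain and midbrain the change differed for 932 genes, again by a test of the difference. The microRNAs Mir719 (6.87 ± 1.75, SE, n = 2 libraries in each of 4 groups), Mir686 (5.55 ± 0.94) and Mirlet7d (3.94 ± 0.93) and the ribosomal gene Rps12l1 (3.87 ± 1.23) had the largest differences of the genes named by rule, followed by Pou4f2 (-3.83 ± 0.23), a regulator of retinal and midbrain neurons. With a class B term Rps12l1 turned to -2.71, the 3 microRNAs were not called and Pou4f2 stayed called. The libraries were made with a stranded mRNA kit, so the microRNA values here are of transcripts assigned to microRNA genes. Mature microRNAs were not measured separately.

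Transcripts that follow the library class were weighed as a pattern behind the last comparison, because both midbrain P0 libraries were of class B and the forebrain P0 libraries were of class A. A set of 278 genes outside the pseudogenes that define the classes differed at least 2-fold between class B and class A in forebrain. No forebrain stage held libraries of both classes, so that difference is also one between stages. The difference of these genes within the hindbrain P0 pair, 1 library of each class, correlated at 0.776 with the forebrain difference. In that pair the library of class B is the unnumbered column, whose record names E16.5. In P0 pairs of a single class the correlations were 0.012, -0.018 and -0.138. The hindbrain P0 pair had 399 genes at least 2-fold apart, against 127, 201 and 150 in those pairs. Pairs of a single class at other stages came closer, with 348 in forebrain and 278 in hindbrain at E12.5, both of class C. Transcript length is argued against, with a Spearman's rho of 0.029 between length and the class difference. A difference between library batches stays open as a possible explanation for these transcripts; the class B term, with which 702 genes were called (482 higher, 220 lower), is estimated from the hindbrain P0 pair alone and so rests on that column, and a real difference between midbrain and forebrain at P0 stays open too.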

How the results depend on the processing

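The settings without the E15.5 or E12.5 libraries, within class A, with a class B term and with protein-coding genes alone were chosen only after the result was seen. Read depth is unknown, so no limit from counting could be given, and genes near 1 TPM depend most on the pseudocount. Of 1605 values of named genes, 1516 kept direction and side of the threshold with a pseudocount of 0.1, 1422 with 5, 1595 without a filter beyond a TPM above 0, 1396 under median-of-ratios scaling (5 turned direction with a call before or after), 1399 under quantile normalization (6 turned so; under these scalings 84 and 88 values called in neither fit turned or stood at 0), 1604 without the variance trend and 1577 with the compared tissues alone in the fit. At a filter of 5 TPM all 1581 that remained did, and without the haemoglobin genes 1532 of 1558. For values named below as turned, which had a call before or after, the cause was not tested unless stated.

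With a pseudocount of 0.1 the counts moved to 1077 genes (forebrain and midbrain), 467 (midbrain and hindbrain), 1709 (forebrain and hindbrain), 2318 and 1545 (change of forebrain against hindbrain and midbrain), and for neighbouring stages to 9742, 10926, 10570 and 10112 in forebrain, midbrain, hindbrain and liver, where they had been 5033, 5447, 5865 and 4927. With a pseudocount of 5 they moved to 6533 (brain and liver), 195, 61 and 294 (the regional pairs in the order above), 3659, 4015, 3260 and 5411 (P0 against E11.5 in forebrain, midbrain, hindbrain and liver), 5759, 644 and 410 (change against liver, hindbrain and midbrain), 2120, 2225, 2460 and 2070 (neighbouring stages) and 6118, 6419, 5967 and 7270 (any change). A larger pseudocount shrinks the log ratio between any pair of TPM values by construction. A difference between changes combines several such ratios, so it need not shrink and can turn direction. With 0.1, Sox2 (1.32), Col2a1 (0.65), Col9a1 (1.47) and Pou4f1 (1.001) turned direction in the change of brain against liver.

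Liver depended most on scaling. P0 against E11.5 gave 4708 genes under median-of-ratios scaling and 4822 under quantile normalization in place of 8639, and any change 7693 and 7430 in place of 11863. Under median-of-ratios scaling Uhrf2 (-0.125), Suz12 (-1.13) and Ier2 (-1.07) turned in brain against liver, and Gadd45a (1.06) and Slc2a1 (0.045) in liver at P0. Under quantile normalization Flt1 (-0.19) and Ier2 (-1.17) turned in brain against liver, Hba-a1 (-1.10) in liver at P0, and Apoe (1.01), Hbb-y (-1.22) and Hbb-bh1 (-0.305) in the change of brain against liver. Rescaling without the haemoglobin genes gave 6433 genes higher and 2328 lower in brain against liver, with a median of 0.54.

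The samples share replicate numbers without a stated pairing. Deviations of same-numbered libraries correlated between -0.634 and 0.226 over 33 pairs (median 0.052, 10 of them above 0.1). With a replicate block the counts stayed within 1.5 times those without it (1348 and 1353 for the change of forebrain against hindbrain, 1485 without), and the duplicate correlation was 0.0808. Rny1, a small RNA, at 3.40 from E16.5 to P0 in hindbrain, turned to -1.23 with the number as covariate in the replicate block fit and -1.18 with stage by number, and also to -1.23 without the 4 columns, which both block fits leave out; it ranged from -0.62 to 7.42 as single libraries were left out.

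With the 4 columns at the stage of the record, Rny1 stood at -4.63, Mir686 at 2.97 and Rps12l1 at 3.37 in hindbrain from E16.5 to P0, and Mir719 at 0.045, Mir8094 at 0.23 and Alb at 0.18 in midbrain, all turned, and the counts were 5498 and 4769 (midbrain and hindbrain at P0, 6236 and 5224 otherwise), 1261 (change of forebrain against hindbrain) and 636 (against midbrain, 932 otherwise). Leaving out 1 library moved no count by 1.5 times: the ranges were 9915 to 9999 (brain and liver), 487 to 539, 172 to 189 and 786 to 826 (regional pairs), 5740 to 5902, 6160 to 6348, 5189 to 5353 and 8580 to 8690 (P0 against E11.5), and 8842 to 9070, 1345 to 1816 and 882 to 1104 (changes). In these fits a lone library was assumed to vary like the other groups. Of 24878 values of named genes 24388 were kept; mt-Tl1 ranged from 0 to 7.82 in forebrain from E11.5 to E12.5 and Rny3 from -8.52 to 0 in hindbrain from E10.5 to E11.5.

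Protein-coding genes alone gave 3617 calls between neighbouring stages in midbrain. Midbrain against hindbrain gave 327 genes without the E15.5 libraries and 347 within class A, in place of 181; any change within class A, with fewer stages, gave 5400 genes in midbrain and 5811 in hindbrain. With a class B term 606 of 710 values of named genes kept direction and side of the threshold. That term turned Mylpf (0.68) and Mir719 (0.36) in midbrain at P0 and Hbb-bh1 (-0.10) in the change of brain against liver. In the change of forebrain against midbrain it turned Hbb-bh1 (0.044), Hba-a1 (0.21), Pf4 (1.36) and Rps12l1 (-2.71). List tests called 114 with the preset correlation and 223 with fry, in place of 15; both assume less correlation or test another hypothesis, and both kept the 15.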

Other observations

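In this part the tests of exchanged labels, of a mixed sample and of liver RNA, and the genes of the next pair of paragraphs, were chosen only after the result was seen; the carry-over test and the splits of the libraries were not.

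In liver the embryonic globin Hbb-bh1 went from 3566 ± 203 TPM at E11.5 (SD, n = 2) to 42.2 TPM at E15.5 and 1.79 TPM at P0, while the adult globin Hbb-bs stood at 69578 TPM at E12.5 and 109518 TPM at E13.5. Gata1, a regulator of red cell formation, stood between 86.6 and 130 TPM until E16.5 and at 33.7 TPM at P0. The platelet gene Pf4 went from 383 ± 6 TPM to 111 ± 6 TPM at E15.5 and 194 ± 30 TPM at P0. S100a9 of neutrophils stood at 325 ± 64 TPM at E14.5 and 1630 ± 56 TPM at E15.5. The B cell gene Vpreb3 stood at 1.07 TPM at E14.5, 4.8 TPM at E15.5 and 27.4 TPM at P0, and Rag1, which cuts antigen receptor genes, stood at 3.2 TPM at E16.5 and 2.45 TPM at P0.

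In forebrain Nkx2-1, a regulator of ventral progenitors, stood highest at E12.5 (49.1 ± 13.53 TPM, SD, n = 2) and at 7.4 TPM at P0, Lhx6 of migrating interneurons went from 9.4 TPM at E11.5 to 47.1 TPM at E15.5, and Gad1, which makes GABA, from 17.3 to 138 TPM at P0. Neurod6 of cortical projection neurons went from 6.85 TPM at E11.5 to 553 ± 66 TPM at E16.5 and 369 TPM at P0. Lin28a, a factor of early progenitors, stood at 26.6 TPM in the single E10.5 forebrain library, 6.46 TPM at E11.5 and 0.33 TPM at E13.5. In midbrain Pitx3 of dopamine neurons stood at 0.08 TPM at E11.5, 4.93 TPM at E14.5 and 3.0 TPM at P0, and Th, the dopamine synthesis enzyme, at 7.5, 23.2 and 18.2 TPM. Mbp in hindbrain stood at 28.4 TPM at E16.5 and 132 TPM at P0, when forebrain and midbrain held 18.7 and 19.9 TPM.

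The libraries labelled midbrain and hindbrain at E15.5 carried each other's regional genes. Over 437 genes that differed between the regions at E14.5 and E16.5, the E15.5 difference correlated at -0.912 with theirs (slope -0.939), where E10.5 to E13.5 and P0 gave 0.612 to 0.884. Hindbrain tissue mixed into midbrain samples is argued against, because the libraries labelled hindbrain kept a median of 2.19% of the hindbrain level of 59 hindbrain genes (quartiles 0.24 to 5.09), and those labelled midbrain held 91.7% (quartiles 20.7 to 107). An exchange of labels stays open as a possible explanation, with the needed partner out of place in each region. A real regional change at E15.5 was not tested, and no library was moved.

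Brain libraries of E12.5 held transcripts of fetal hepatocytes. Midbrain had 92.3 ± 21.1 TPM of Alb (SD, n = 2), against 0.11 TPM at E11.5, 0.01 TPM at E13.5 and 12.57 and 22.81 TPM at E14.5. The median share of the liver level over 13 fetal hepatocyte genes was 3.17% and 1.61% in midbrain, 0.634% and 1.51% in hindbrain and 2.29% and 0.0899% in forebrain. Some brain libraries of other stages lay above that lowest share. Among them were midbrain E14.5 (0.19% and 0.411%), forebrain E11.5 replicate 1 (0.323%) and hindbrain E13.5 (0.174% and 0.171%). None of the other stages reached 0.634%. A first test, on 9 genes picked by level (5 protein-coding, 4 pseudogenes), put 55.6% of them within 4-fold of a single share and decided nothing; it was replaced, after that outcome was seen, by the 13 hepatocyte genes, of which a mean of 82.0% lay within 4-fold, 92.3% in each of 5 libraries and 30.8% in forebrain replicate 2, so liver RNA stays a candidate explanation only. Carry-over of reads between libraries stays open as well: neuron genes in liver at E12.5 stood at a median of 1.75 times their level at E11.5 and E13.5, between the bounds of 2 and 1.2 set in advance, amid shares of 2.91%, 1.69% and 0.184% of the brain level at E11.5, E12.5 and E13.5. All E12.5 libraries were also of class C, and local plasma protein expression at that stage was not tested.

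Splits of the libraries, with stage as covariate, tested only whether an arbitrary grouping calls as many genes in the 4 tissue comparisons. The other splits mix tissues within a group, so few calls from them were likely. They do not bear on library class, on the independence of replicates or on the labels at E15.5. Of 100 splits each, the real one included, only 1, the real one, called as many genes: 9939 for brain against liver where the highest other split called 2695, 507 for forebrain against midbrain (165), 176 for midbrain against hindbrain (0) and 801 for forebrain against hindbrain (0).

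The 4 unnumbered columns correlated better with the other library of their header's group than with the numbered library of the group the record names: 0.984 against 0.976 for hindbrain P0, 0.991 against 0.989 for hindbrain E16.5, 0.995 against 0.972 for midbrain P0 and 0.992 against 0.979 for midbrain E16.5. The forebrain E11.5 pair differed with transcript length (Spearman's rho -0.557), more than any other pair. Xist, transcribed from the inactive X chromosome, stood at 41.9 ± 50.5 TPM in forebrain at P0 and 300 ± 114 TPM at E16.5 (SD, n = 2 each).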
